A study of Homo sapiens with 24 samples. Its data were reported in "The KEAP1–NRF2 pathway regulates TFEB/TFE3-dependent lysosomal biogenesis" (2023).

How the data were processed

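HepG2, an established human liver cancer cell line, was modified with a lentiviral CRISPR-Cas9 construct that carried 1 of 3 guide RNAs. The control guide, sgCtrl, targets the AAVS1 safe-harbour site. The guides sgKEAP1-1 and sgKEAP1-2 target KEAP1, the adaptor that brings the transcription factor NRF2 (gene NFE2L2) to a ubiquitin ligase. Each population received a non-targeting siRNA (siNC) or siRNA pools against TFEB and TFE3 (siTFEB/siTFE3), which encode transcription factors of the MiT/TFE family that drive lysosomal genes. RNA was collected 72 hours after transfection. The labels give 6 groups of 4 libraries each, 24 in all, and every column of the table was matched to its library by the label, with 0 columns left unmatched.

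According to the study's methods, QuantSeq 3′ libraries, in which reads fall near the end of polyadenylated transcripts, were sequenced as single-end reads on an Illumina NextSeq instrument. Reads were trimmed with Cutadapt, aligned to hg19 (GRCh37) with RNA STAR and assigned to genes with featureCounts on the Galaxy platform. For trimming, alignment and counting, the tool versions, the strand setting and the gene annotation file were not stated. The values in the table the authors deposited are raw read counts, whole numbers with no normalisation and 1 column per library. The table holds 13446 rows keyed by Entrez gene ID. The smallest total of a row over the 24 libraries is 15 reads, so genes with few reads were already absent, by a rule that was not stated.

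A total of 1414 rows have no gene ID and hold between 1.35% and 2.57% of the reads of a library. They were left out of every comparison of named genes and tested on their own. The remaining rows carry 12009 IDs, after 43 rows that shared 20 IDs were summed. A set of 160 IDs had counts identical to those of another ID in all 24 libraries and were kept as 78 features, which left 11927 features. IDs were matched to symbols in NCBI's human gene table (assembly GRCh38.p14, used for names alone), where 11980 IDs had a symbol and 29 did not. Coordinates are those of the Ensembl annotation of GRCh37. Total reads per library ranged from 3527000 to 4600951, and reads in named genes from 3415991 to 4508442. Reads carry no molecular identifier and are not independent molecules, so the floor of 3 counts, used where a group had no library above it, covers counting error only.

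Genes were tested with limma-voom (limma 3.58.1, edgeR 4.0.16, R 4.3.3), the approach named in the study's methods. Counts were filtered with filterByExpr by group, which left 11152 genes, and scaled with TMM factors. All 24 libraries entered 1 fit of 6 group means with no further covariate. The 11 contrasts were each KEAP1 guide against sgCtrl under siNC and under siTFEB/siTFE3, knockdown against siNC in each of the 3 guide backgrounds, sgKEAP1-2 against sgKEAP1-1 under siNC, and the interaction for each guide and averaged over both. An interaction is the KEAP1 effect under siTFEB/siTFE3 minus the KEAP1 effect under siNC. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the genes of a contrast, with a threshold of 0.05. CPM values use the TMM-scaled library size.

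Gene sets were tested with fgsea 1.28.0 on genes ranked by the moderated statistic of limma, with p-values no smaller than 1e-10. A lysosome list of 122 genes, 97 of them tested, and an NRF2 target list of 48 genes, 42 of them tested, were compiled by hand and formed a family of 20 tests over 10 contrasts. A further 8 lists formed a second family of 90 list and contrast pairs, which also held the lysosome and NRF2 lists for the comparison of the guides. These were autophagy (40 genes tested), fatty acid oxidation (34), MiT/TFE feedback targets (13), cholesterol synthesis (21), cell cycle (34), the interferon response (21), and the 20 lysosomal and 19 NRF2 genes that the study shows in heatmaps. The heatmaps show these same samples and how their genes were chosen was not stated, so they were not taken as independent evidence. Because fgsea permutes genes, fry and camera, with a preset correlation of 0.01 and with an estimated correlation, were run beside it. A list score is the mean over the list's genes of log2 CPM with a prior count of 2. Scores of 4 against 4 libraries were compared with a two-sided exact permutation test, whose smallest p over the 70 arrangements is 0.0286.

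Agreement between the guides was measured across genes and compared with 20 simulated sets of unchanged groups against the same sgCtrl libraries. KEAP1, TFEB, TFE3, NFE2L2, MITF, TFEC and pathway genes that include PRDX1, TXN, ATP6V0B, GLA, PGD, ME1, IDH1, FLCN and FNIP1 were always to be named. To these the rule added the 5 genes that rose most and the 5 that fell most with both guides under siNC, at a mean of at least 10 counts per library and ranked by the smaller absolute change, and up to 5 genes in each direction that passed the threshold with knockdown in all 3 backgrounds. It also added the 3 genes with the smallest interaction p where none passed, and the 5 lysosome list genes with the largest mean rise. TFEC is not among the genes of the table used here, and MITF, with 0 to 13 counts per library, and ME1, with 0 to 10, were removed by the filter.

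The groups, tests, lists, naming rule and most alternatives were fixed before the data were examined. The alternatives were edgeR's quasi-likelihood test, DESeq2 1.42.0, median-of-ratios and total-count scaling, no filter, a filter of at least 10 counts in every library, sample quality weights, a fit of the compared groups alone, an adjusted p under 0.01, an absolute log2 fold change of at least 1, the replicate number as a block, a prior count of 0.5, other set tests and lists, and leaving out each library in turn. Fits on the libraries numbered 2 to 4 alone, and the alternatives for the further 8 lists, were chosen after seeing the data. For each contrast the test was repeated on all 35 splits of the 8 libraries into 4 and 4, or on 100 regroupings, the real one included, for an interaction. Tables and figures were handled with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

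The steps were tested on simulated data made from these libraries, with 200 genes changed. At an absolute log2 change of 1, limma-voom recovered 141 of 200 genes (70.5%) in a contrast of 2 groups and 57% in the averaged interaction. At a change of 2 it recovered 90.5% and 87%, and at 0.5 it recovered 4% and 2%, with at most 8 false calls in any of these runs. In 10 simulations with no change the lysosome list passed in 0 runs by fgsea at an unadjusted p under 0.05, and in 10 of 10 when the list was raised by 0.1 on the log2 scale. Simulated genes varied independently of each other, so these runs do not cover genes of a list that move together.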

Results

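RNA of HepG2 cells with an intact or a disrupted KEAP1 gene was measured with and without knockdown of TFEB and TFE3, in 6 groups of 4 libraries. Total reads per library ranged from 3527000 to 4600951, with a median of 4181650.5, and between 11639 and 11849 genes had at least 1 read. Across genes, which are not independent replicates, log2 CPM of the 36 pairs of libraries within a group correlated with a Pearson's r of 0.938 to 0.980. The chi-square per degree of freedom of these pairs was 3.59 to 35, so libraries of one group differed by more than counting error. The first principal component held 31.1% of the variance and placed all 8 sgCtrl libraries on one side of all 16 libraries with a KEAP1 guide. The second held 10.7% and set apart 2 libraries numbered 1, which are siNC; sgKEAP1-1 replicate 1 and siTFEB/siTFE3; sgKEAP1-2 replicate 1.

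The guides were first placed on the genome. The sequence of sgKEAP1-1, ACAACCCCATGACCAATCAG, matched chromosome 19 of GRCh37 from 10602372 to 10602391 on the minus strand, beside a TGG PAM and within coding exon 3 of the transcript KEAP1-201. The sequence of sgKEAP1-2, TTGGCATCATGAACGAGCTG, matched from 10610500 to 10610519 on the same strand, beside a CGG PAM and within coding exon 2. The control guide CCAGCCGTAGAGGTGACCC matched from 55627855 to 55627873 on the plus strand of chromosome 19, beside an AGG PAM and within an intron of PPP1R12C. KEAP1 spans 10596801 to 10614234 on the minus strand.

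**Figure D1:**
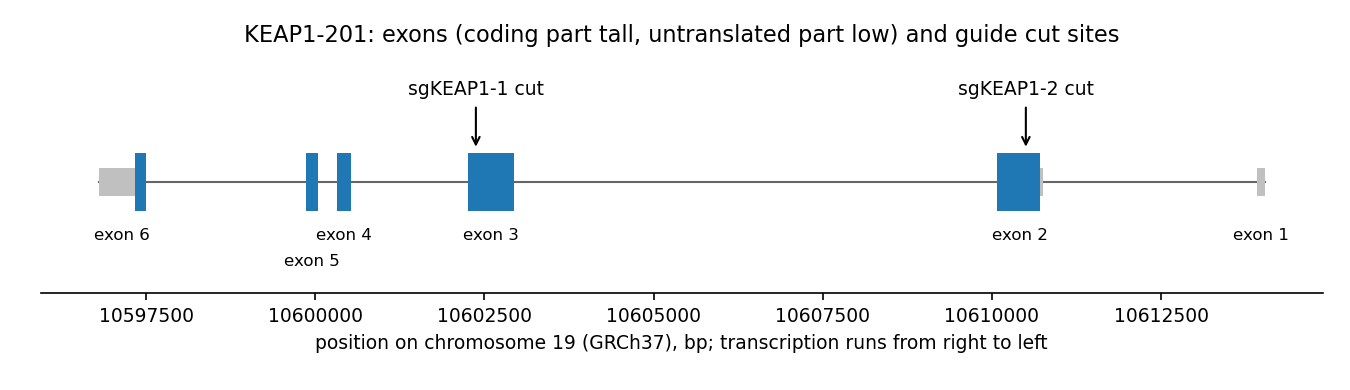
Map of the transcript KEAP1-201 on chromosome 19 of GRCh37, with position in base pairs on the x axis, coding parts of the 6 exons as tall boxes, untranslated parts as low boxes and arrows at the predicted cut sites. The cut of sgKEAP1-2 lies in exon 2 and that of sgKEAP1-1 in exon 3.

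The level of KEAP1 RNA showed how far each guide changed the transcript itself. Under siNC, KEAP1 was measured at 84.9 ± 6.69 CPM in sgCtrl cells (SD, n = 4), at 53.8 ± 6.17 CPM with sgKEAP1-1 (SD, n = 4) and at 77.4 ± 3.89 CPM with sgKEAP1-2 (SD, n = 4). It fell by 0.66 on the log2 scale with sgKEAP1-1 (SE 0.11, limma adjusted p 1.02e-04), with all 4 libraries below every sgCtrl library. With sgKEAP1-2 the log2 fold change was -0.14 (SE 0.10, adjusted p 0.448), within the spread between libraries. Under siTFEB/siTFE3 the changes were -0.61 (SE 0.11, adjusted p 2.59e-04) and -0.13 (SE 0.10, adjusted p 0.422). A frameshift can remove the protein and leave the RNA, which these counts do not measure. Knockdown itself left KEAP1 within the spread in all 3 backgrounds, with log2 fold changes of 0.01, 0.06 and 0.01 and adjusted p of at least 0.927.

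TFE3 (chromosome X, 48886237 to 48900936) and TFEB (chromosome 6, 41651716 to 41703997) measured the knockdown. In sgCtrl cells TFE3 went from 33.3 ± 3.33 CPM under siNC (SD, n = 4) to 11.9 ± 5.25 CPM under siTFEB/siTFE3 (SD, n = 4), a log2 fold change of -1.57 (SE 0.27, adjusted p 0.0237). It fell by 1.74 with sgKEAP1-1 (SE 0.25, adjusted p 0.00101) and by 1.69 with sgKEAP1-2 (SE 0.24, adjusted p 3.49e-04). TFEB went from 10.9 ± 4.57 CPM (SD, n = 4) to 2.64 ± 0.887 CPM (SD, n = 4) in sgCtrl cells, a change of -1.96 (SE 0.38) whose adjusted p of 0.0858 did not pass. It passed with sgKEAP1-1, at -2.15 (SE 0.37, adjusted p 0.0130), and with sgKEAP1-2, at -1.67 (SE 0.35, adjusted p 0.0419). In each background all 4 knockdown libraries were below every siNC library for both genes. TFEB rested on 6 to 18 counts per knockdown library.

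**Figure D2:**
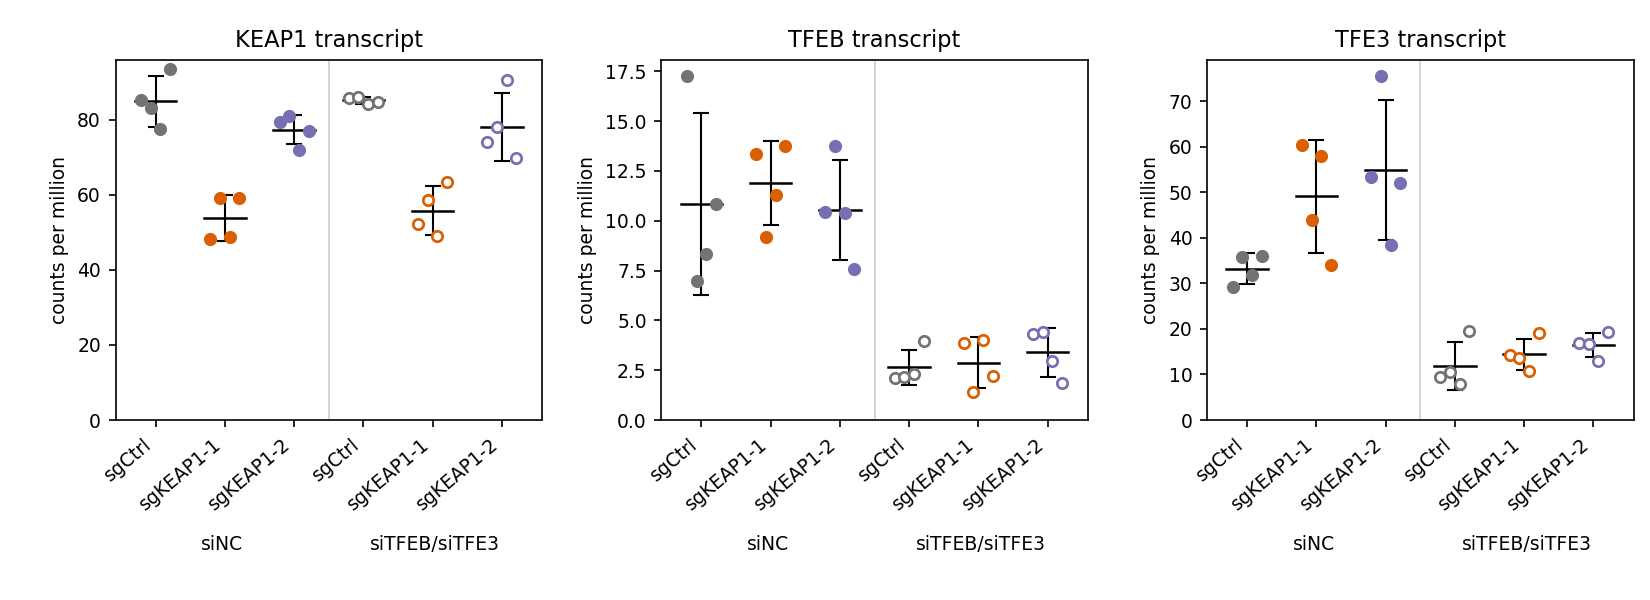
CPM (y axis) of KEAP1, TFEB and TFE3 in each of the 24 libraries, by guide and siRNA (x axis), with group means and SD. KEAP1 is lower with sgKEAP1-1 alone, and TFEB and TFE3 are lower under siTFEB/siTFE3 in all 3 backgrounds.

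TFE3 itself was higher with KEAP1 loss under siNC, at 49.1 ± 12.4 CPM with sgKEAP1-1 (SD, n = 4) and 54.9 ± 15.4 CPM with sgKEAP1-2 (SD, n = 4). The log2 fold change was 0.52 (SE 0.21, adjusted p 0.113) for sgKEAP1-1 and 0.67 (SE 0.20, adjusted p 0.0254) for sgKEAP1-2, so only the second passed. TFEB changed by 0.20 (SE 0.25, adjusted p 0.694) and -0.01 (SE 0.26, adjusted p 0.992). NFE2L2, which encodes NRF2, changed by -0.33 (SE 0.14, adjusted p 0.155) and -0.25 (SE 0.14, adjusted p 0.275), and neither passed.

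KEAP1 loss under siNC was compared with sgCtrl to find the genes that respond to it. With sgKEAP1-1, 670 genes were higher and 548 lower, 1218 in all of 11152 tested, and with sgKEAP1-2, 845 were higher and 796 lower, 1641 in all. At an unadjusted p under 0.05 the counts were 2587 and 2957, where chance alone gives 557.6. The alternative that moved these counts most also asked for an absolute log2 fold change of at least 1, which left 429 and 574 genes. Leaving out each library in turn gave 895 to 1284 genes for sgKEAP1-1 and 1175 to 1672 for sgKEAP1-2.

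MAP2 (chromosome 2, 210288771 to 210598871) rose most with both guides. It went from 0.561 ± 1.12 CPM in sgCtrl cells under siNC (SD, n = 4) to 41.5 ± 9.01 CPM with sgKEAP1-1 (SD, n = 4) and 33.8 ± 8.28 CPM with sgKEAP1-2 (SD, n = 4). In sgCtrl cells its counts ran from 0 to 9 per library, so the fitted log2 fold changes of 7.26 (adjusted p 2.39e-05) and 6.97 (adjusted p 3.17e-05) depend on the prior count. DEFB1 (chromosome 8, 6728114 to 6735458) went from 1.69 ± 3.04 CPM to 33 ± 9.57 CPM and 48.3 ± 3.69 CPM (SD, n = 4 each), on 0 to 25 counts per sgCtrl library. KILH, F2RL2 and LAMC3 had no sgCtrl library above 3 counts under siNC, a floor of 0.766 CPM. KILH was at least 21.2-fold higher with sgKEAP1-1 and at least 30.7-fold higher with sgKEAP1-2. For F2RL2 the bounds were 9.64 and 11.9, and for LAMC3 they were 12.1 and 20.3.

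The 5 genes that fell most were G6PC1, CTXND1, PCK1, COL2A1 and MT1M. MT1M (chromosome 16, 56666571 to 56667893) went from 50.6 ± 10.6 CPM in sgCtrl cells (SD, n = 4) to 10.1 ± 3.42 CPM with sgKEAP1-1 (SD, n = 4) and 4.51 ± 1.72 CPM with sgKEAP1-2 (SD, n = 4). Its log2 fold changes were -2.37 (SE 0.27, adjusted p 5.98e-07) and -3.48 (SE 0.35, adjusted p 7.04e-08). COL2A1 went from 27.8 ± 6.92 CPM to 4.82 ± 1.96 CPM and 3.71 ± 0.769 CPM (SD, n = 4 each). G6PC1 and PCK1, which encode enzymes of gluconeogenesis, had log2 fold changes of -2.79 and -2.74 with sgKEAP1-1 (adjusted p 0.0494 and 0.0137) and of -3.32 and -2.61 with sgKEAP1-2 (adjusted p 0.0291 and 0.0119). CTXND1 fell by 3.15 and 2.66 (adjusted p 3.31e-05 and 4.41e-05).

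The responses to the 2 guides were then set beside each other, since they cut at different exons. A total of 991 genes passed with both, 576 higher and 415 lower, and 0 passed with opposite signs. Of the 1868 genes called for either guide, 99.7% had one sign, and of genes at an unadjusted p under 0.05 for either guide the share was 98.3%. Across genes, which are not independent replicates, the log2 fold changes correlated with a Pearson's r of 0.875 (jackknife SE 0.072). Both contrasts use the same sgCtrl libraries, and simulated unchanged groups against those libraries gave an r of 0.503 on average, from 0.465 to 0.523, with 88.4% of genes at p under 0.05 of one sign and at most 0 genes called for both. Leaving out siNC; sgKEAP1-1 replicate 4 gave the lowest r, 0.808.

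**Figure D3:**
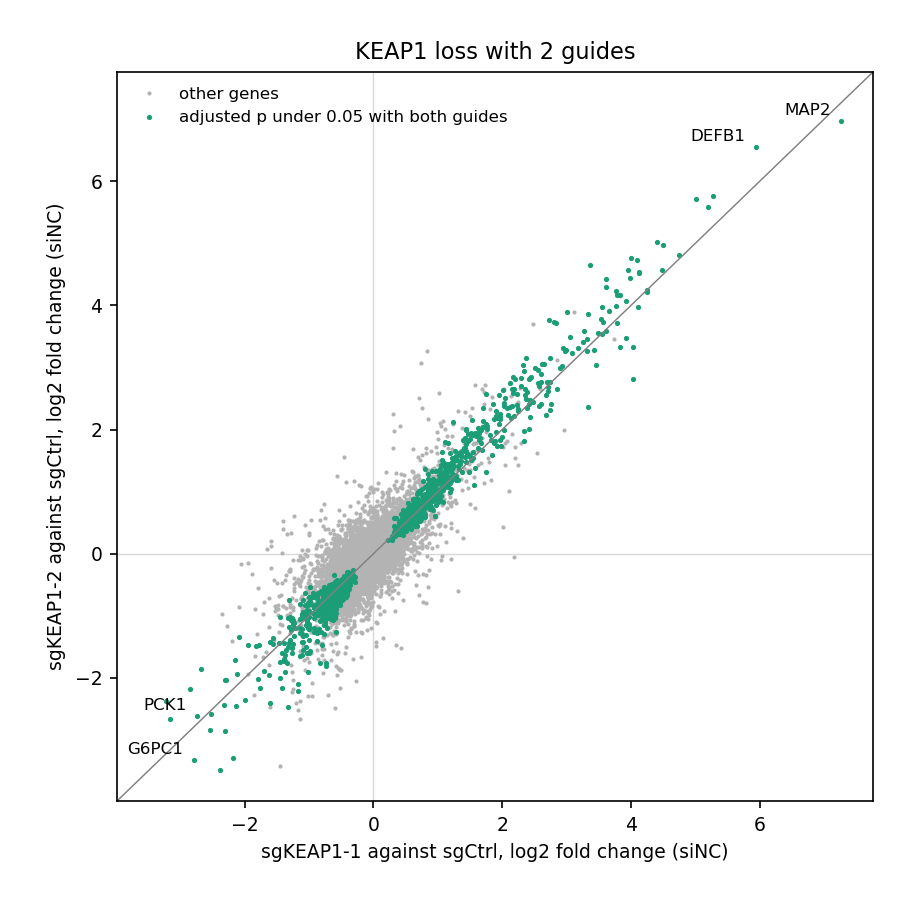
Log2 fold change against sgCtrl under siNC for sgKEAP1-1 (x axis) and sgKEAP1-2 (y axis), 1 point per gene over 11152 genes, with genes past the threshold for both guides in green and the line of equality in grey. The 991 genes called for both lie in the quadrants where the signs are the same.

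The direct contrast of sgKEAP1-2 with sgKEAP1-1 under siNC called 0 genes, with 598 at an unadjusted p under 0.05 against 557.6 by chance. DESeq2 called 9 genes, the largest count among the alternatives, and the fit with the replicate number as a block called 2. The NRF2 target list was nevertheless higher with sgKEAP1-2, with a normalised enrichment score (NES) of 2.66 (fgsea adjusted p 9.6e-10, fry adjusted p 0.00523) and a score higher by 0.20. All 4 sgKEAP1-2 libraries lay above every sgKEAP1-1 library (exact permutation p 0.0286, the smallest possible, adjusted p 0.0732).

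The NRF2 target list tested whether KEAP1 loss raised the transcriptional programme that KEAP1 restrains. Of its 42 tested genes, 33 passed as higher and 0 as lower with sgKEAP1-1, or 36 and 1 when adjusted over the list alone. With sgKEAP1-2, 37 passed as higher and 0 as lower, or 39 and 0 when adjusted over the list alone. The median log2 fold change was 1.06 and 1.27. The NES was 3.03 and 3.06, each at an adjusted p of 5e-10, the smallest fgsea can give here, and fry gave adjusted p of 1.78e-13 and 2.89e-14. The list score rose from 6.18 ± 0.11 (SD, n = 4) in sgCtrl cells to 7.41 ± 0.07 (SD, n = 4) and 7.61 ± 0.03 (SD, n = 4). The differences of 1.23 and 1.42 each had an exact permutation p of 0.0286, the smallest possible, which over the family of 14 score tests is an adjusted p of 0.0667. All 4 libraries of each guide lay above every sgCtrl library.

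Among the named genes of redox and NADPH metabolism, PGD rose most, by 1.15 (SE 0.13, adjusted p 4.1e-07) and 1.32 (SE 0.13, adjusted p 1.9e-08). PRDX1 rose by 0.45 (SE 0.10, adjusted p 0.00212) and 0.38 (SE 0.10, adjusted p 0.00788). For these 2 genes every KEAP1 library lay above every sgCtrl library under siNC. TXN passed with sgKEAP1-2, at 1.27 (SE 0.34, adjusted p 0.0120), and not with sgKEAP1-1, at 0.69 (SE 0.35, adjusted p 0.239). IDH1 changed by -0.28 (SE 0.12, adjusted p 0.152) and -0.13 (SE 0.12, adjusted p 0.546).

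**Figure D4:**
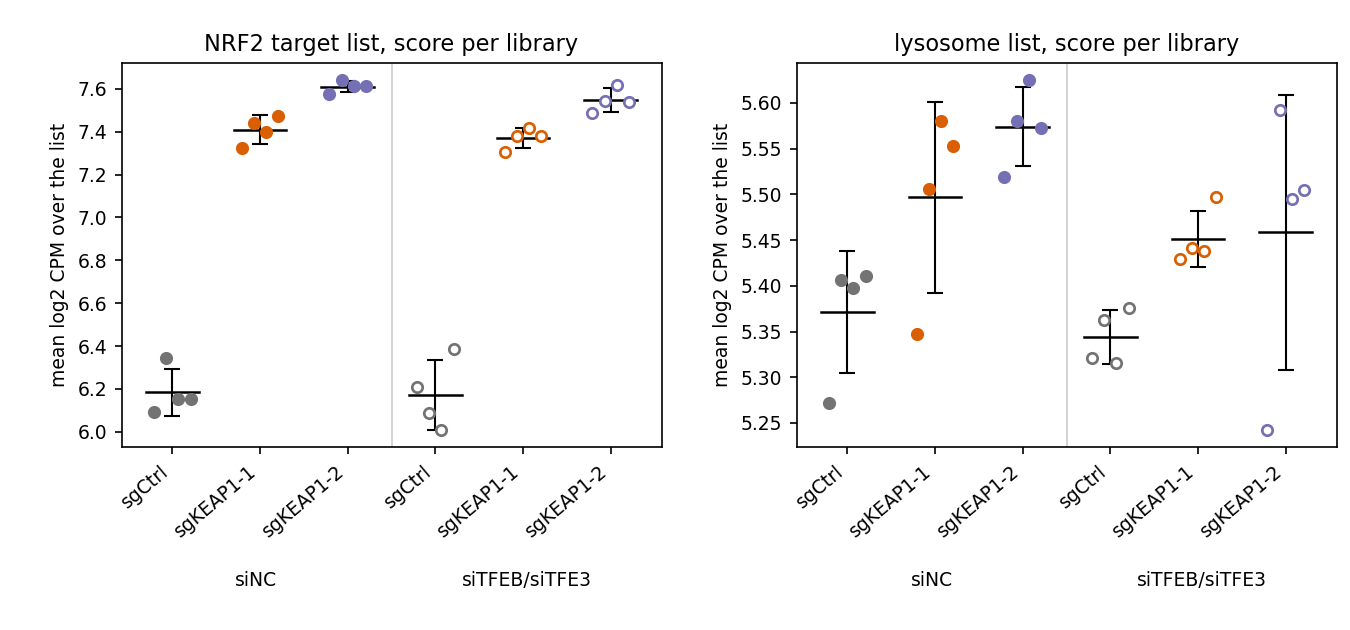
Mean log2 CPM over the NRF2 target list and over the lysosome list (y axes) in each of the 24 libraries by guide and siRNA (x axis), with group means and SD. NRF2 list scores of all KEAP1 libraries lie from 7.31 to 7.64 and those of sgCtrl libraries from 6.01 to 6.39, while lysosome list scores differ by up to 0.203 between group means within an siRNA.

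The lysosome list addressed whether KEAP1 loss raises lysosomal genes. Its NES was 1.74 with sgKEAP1-1 (fgsea adjusted p 0.00157, fry adjusted p 0.0455) and 1.97 with sgKEAP1-2 (fgsea adjusted p 2.42e-05, fry adjusted p 0.00299). Camera with an estimated correlation passed neither, at adjusted p of 0.367 and 0.236. The effect was small, with a median log2 fold change of 0.14 and 0.16 over 97 genes, of which 62 and 67 were positive. With sgKEAP1-1, 12 genes passed as higher and 1 as lower, or 13 and 1 when adjusted over the list alone, and with sgKEAP1-2 the counts were 20 and 1, or 21 and 1. The score rose from 5.37 ± 0.07 (SD, n = 4) to 5.50 ± 0.10 (SD, n = 4) and 5.57 ± 0.04 (SD, n = 4). The difference of 0.13 for sgKEAP1-1 had an exact permutation p of 0.114, with 3 of 4 libraries above every sgCtrl library, and that of 0.20 for sgKEAP1-2 had an exact permutation p of 0.0286, with 4 of 4 above (adjusted p 0.20 and 0.0667). Without the genes of the study's heatmap the fgsea adjusted p was 0.326 and 0.0591, so neither passed, and the score was higher by 0.06 and 0.12 (exact permutation p 0.429 and 0.0286).

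The lysosome list genes that rose most with both guides were GLA, IDS, CTSB, AP1S3 and AP1M2. GLA (chromosome X, 100648261 to 100663000), which encodes a lysosomal galactosidase, went from 12.6 ± 2.82 CPM in sgCtrl cells (SD, n = 4) to 31.9 ± 5.42 CPM with sgKEAP1-1 (SD, n = 4) and 38.3 ± 1.65 CPM with sgKEAP1-2 (SD, n = 4). Its log2 fold changes were 1.33 (SE 0.19, adjusted p 1.46e-05) and 1.61 (SE 0.18, adjusted p 4.5e-07). IDS rose by 0.89 and 1.09 (adjusted p 0.0422 and 0.00798), CTSB by 0.70 and 0.99 (adjusted p 0.00475 and 7.95e-05), AP1S3 by 0.96 and 0.62 (adjusted p 2.36e-04 and 0.0133) and AP1M2 by 0.71 and 0.70 (adjusted p 0.00939 and 0.00811). ATP6V0B, a subunit of the lysosomal proton pump, changed by 0.33 (SE 0.15, adjusted p 0.192) and 0.06 (SE 0.16, adjusted p 0.864), and its change with sgKEAP1-2 was -0.01 without siNC; sgKEAP1-2 replicate 1.

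Knockdown was compared with siNC in each background to see which genes depend on TFEB and TFE3. In sgCtrl cells 0 genes were higher and 2 lower, with 516 at an unadjusted p under 0.05, fewer than the 557.6 that chance gives. With sgKEAP1-1, 2 were higher and 8 lower, and with sgKEAP1-2, 11 were higher and 29 lower, with 901 and 1169 at an unadjusted p under 0.05. These counts depended on the test and on the libraries in the fit, and DESeq2 called 11, 48 and 108 genes. With the replicate number as a block, 4 genes changed in sgCtrl cells and 30 with sgKEAP1-1. TFE3 and CCDC117 passed as lower in all 3 backgrounds. CCDC117 (chromosome 22, 29168662 to 29185289) fell from 75.5 ± 6.11 CPM (SD, n = 4) to 36.5 ± 3.45 CPM (SD, n = 4) in sgCtrl cells. Its log2 fold changes were -1.05 (SE 0.11, adjusted p 1.10e-05), -1.19 (SE 0.12, adjusted p 2.1e-06) and -1.13 (SE 0.12, adjusted p 5.9e-06), with all 4 knockdown libraries below every siNC library in each background. A total of 8 genes passed with one sign in at least 2 backgrounds, which were BRI3, CCDC117, COL1A1, LIPA, NOS3, TFE3, TFEB and UAP1L1. Of these, BRI3, COL1A1, LIPA, NOS3 and UAP1L1 fall outside the naming rule and were chosen after their values were seen.

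FLCN and FNIP1, which encode partners in a complex that controls TFE3 and TFEB, were lower on knockdown. FLCN changed by -0.65 (SE 0.18, adjusted p 0.497) in sgCtrl cells, by -0.78 (SE 0.18, adjusted p 0.101) with sgKEAP1-1 and by -1.27 (SE 0.18, adjusted p 3.49e-04) with sgKEAP1-2, so it passed in the last alone. FNIP1 changed by -0.28, -0.57 and -0.55, with adjusted p of 0.9996, 0.264 and 0.188. FLCN was also higher with sgKEAP1-2 than with sgCtrl under siNC, by 0.53 (SE 0.16, adjusted p 0.0245), and by 0.03 (SE 0.17, adjusted p 0.940) with sgKEAP1-1.

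The lysosome list fell on knockdown by fgsea in all 3 backgrounds, with an NES of -1.49 in sgCtrl cells (adjusted p 0.0221), -1.99 with sgKEAP1-1 (adjusted p 2.42e-05) and -2.37 with sgKEAP1-2 (adjusted p 1.1e-08). By fry the adjusted p were 0.445, 0.193 and 0.0412, so the last alone passed. The median log2 fold change was -0.04, -0.06 and -0.11. Adjusted over all genes, 0, 1 and 3 list genes passed as lower and 0 as higher in each background. The counts adjusted over the list alone were 2, 4 and 6 lower, and 0, 0 and 1 higher. List scores fell by 0.03, 0.05 and 0.12, with exact permutation p of 0.543, 0.457 and 0.143. For the NRF2 target list the NES was -0.84 (adjusted p 0.75), -1.46 (adjusted p 0.0505) and -1.58 (adjusted p 0.0282), with fry adjusted p of 0.945, 0.443 and 0.443, and its score changed by -0.01, -0.04 and -0.06 (exact permutation p 0.886, 0.371 and 0.114).

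KEAP1 loss was next compared with sgCtrl under siTFEB/siTFE3, where sgKEAP1-1 gave 634 genes higher and 536 lower and sgKEAP1-2 gave 1184 higher and 1069 lower. The calls under siNC and under knockdown shared 790 genes for sgKEAP1-1 and 1249 for sgKEAP1-2, with 0 of opposite sign. The guides shared 1065 calls under knockdown, 584 higher and 481 lower. NRF2 targets as a list had an NES of 2.99 and 2.95, each at an adjusted p of 5e-10, and its score was higher by 1.2 and 1.37, with 4 of 4 libraries of each guide above every sgCtrl library (exact permutation p 0.0286, the smallest possible). The lysosome list had an NES of 1.45 with sgKEAP1-1 (fgsea adjusted p 0.0282, fry adjusted p 0.174) and 1.34 with sgKEAP1-2 (fgsea adjusted p 0.0639, fry adjusted p 0.104). Its score was higher by 0.11 in both cases, with an exact permutation p of 0.0286 for sgKEAP1-1 and 0.171 for sgKEAP1-2. GLA was also higher under knockdown, by 1.24 (SE 0.19, adjusted p 5.13e-05) and 1.47 (SE 0.19, adjusted p 1.9e-06), while AP1M2 changed by 0.09 (SE 0.17, adjusted p 0.837) and 0.16 (SE 0.17, adjusted p 0.579).

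The interaction asked whether the response to KEAP1 loss depends on TFEB and TFE3. It called 0 genes for sgKEAP1-1, 0 for sgKEAP1-2 and 0 averaged over both, with 304, 454 and 349 at an unadjusted p under 0.05 against 557.6 by chance. CEP112 and CYP27A1 were among the 3 genes with the smallest p in the averaged interaction, and neither passed. CEP112 had an interaction of 1.71 (SE 0.42, unadjusted limma p 3.67e-04, adjusted p 0.999) and CYP27A1 of -0.38 (SE 0.11, unadjusted limma p 0.00122, adjusted p 0.999). For GLA the averaged interaction was -0.11 (SE 0.24, adjusted p 0.999). The lysosome list had an NES of -1.46 (adjusted p 0.0251), -1.80 (adjusted p 5.22e-04) and -1.65 (adjusted p 0.00345) by fgsea, and fry passed none of these, at adjusted p of 0.617, 0.390 and 0.443. The median interaction of its genes was -0.02, -0.10 and -0.05. Without siNC; sgCtrl replicate 1 the fgsea adjusted p were 0.249, 0.107 and 0.0716. For NRF2 targets the NES was -1.17, -1.16 and -1.31, with adjusted p of 0.232, 0.232 and 0.111.

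The further lists gave 36 of 90 list and contrast pairs past the threshold by fgsea, and the test with an estimated correlation moved this most, to 16. The cholesterol synthesis list was lower with KEAP1 loss, with an NES of -2.63 and -2.42 under siNC (fry adjusted p 5.5e-06 and 1.8e-06) and a median log2 fold change of -0.67 and -0.71. With each guide 15 of its 21 genes passed as lower, or 18 and 17 when adjusted over the list alone. The cell cycle list had an NES of -2.34 and -2.87 (fry adjusted p 0.156 and 0.00336), with 3 and 25 of 34 genes lower, or 4 and 32 when adjusted over the list alone. The fatty acid oxidation list had an NES of -1.39 and -1.17 and passed by fry with sgKEAP1-1 alone (fry adjusted p 0.00591 and 0.196). The MiT/TFE feedback list fell on knockdown, with an NES of -1.99, -2.15 and -2.25 over the 3 backgrounds (fry adjusted p 0.0228, 0.00196 and 1.06e-04) and 0, 0 and 1 of 13 genes past the threshold, or 3, 5 and 7 when adjusted over the list alone. With KEAP1 loss its score was higher by 0.21 and 0.44 under siNC (exact permutation p 0.0571 and 0.0286). Under siTFEB/siTFE3 it was higher by 0.09 and 0.17 (exact permutation p 0.486 and 0.114). None of these scores passed after adjustment, and they do not test the difference between the siRNAs. The study's NRF2 heatmap genes had an NES of 2.59 and 2.62 and its lysosomal heatmap genes of 2.12 and 2.45 with KEAP1 loss under siNC. Of the lysosomal heatmap genes 10 and 19 of 20 passed as higher, or 14 and 19 when adjusted over the list alone, and how the study chose them was not stated. The autophagy list had an NES of 1.37 and 1.38 (adjusted p 0.146 and 0.135) and the interferon response list of 1.13 and 0.87 (adjusted p 0.422 and 0.740), and neither passed under siNC. The interferon list score changed by -0.07 and -0.14 (exact permutation p 0.314 and 0.143), opposite in sign to the NES, so its direction is not settled.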

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

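The tests of the lysosome list's interactions by fry and without siNC; sgCtrl replicate 1 were chosen only after the result was seen, and so were the comparison of the gap left after each correction or removal of reads with the range of the other 3 libraries, the use of adjusted fry p in the tests of the guide difference and of fatty acid oxidation, and the reading of a library 1 that lies highest as evidence against a shared lowering. Dixon's test sets the gap between the highest or lowest library of a group and its nearest neighbour against the range of the group. It was applied to 102 combinations of group and measure, and 13 lay past the 95% limit for 4 libraries where chance gives 5.1. Most of the 13 belong to libraries numbered 1.

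Replicate 1 of sgCtrl lay apart from the other 3 libraries of its group in both siRNA arms. Under siNC its score was 5.27 for the lysosome list, against 5.4 to 5.41 in the others, 5.66 for the study's lysosomal heatmap genes, against 5.92 to 5.94, 4.99 for the autophagy list, against 5.15 to 5.17, and 6.73 for the cholesterol synthesis list, against 7.03 to 7.07. Under siTFEB/siTFE3 it was 5.70 for the lysosomal heatmap genes, against 5.83 to 5.84, and 6.76 for cholesterol synthesis, against 7.06. A trend with GC content and transcript length could be removed for 98.3% of tested genes, and afterwards the ratios of gap to range for these 6 scores, in the same order, were 0.866, 0.909, 0.889, 0.895, 0.986 and 0.975, all past the limit, which argues against that trend as the cause. With total-count scaling in place of TMM the ratios in the same order were 0.827, 0.80, 0.747, 0.805, 0.735 and 0.939, so the last alone was past the limit. The gaps left were 0.0673, 0.191, 0.0902, 0.238, 0.066 and 0.224, from 48.1% to 77.4% of those with TMM and each larger than the whole range of the other 3 libraries. These values argue against TMM as the whole cause, and a part of each gap went with it.

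A culture or batch difference shared by all libraries numbered 1 is a candidate explanation for the low scores of that library. The lysosome list score was lowest in library 1 in 4 of the 4 KEAP1 groups, and the autophagy score in 3 of 4, which such a difference predicts, though in siTFEB/siTFE3; sgKEAP1-2 library 1 had the highest autophagy score, 5.32 against 5.21 to 5.25. In siTFEB/siTFE3; sgCtrl the lysosome score of library 1, 5.321, was not the lowest, since replicate 3 had 5.316. Its autophagy score there was lowest, 4.92 against 5.08 to 5.12. The cholesterol score was lowest in library 1 in 1 of 4. In both sgKEAP1-1 groups it was highest there, 6.42 against 6.31 to 6.35 under siNC and 6.47 against 6.32 to 6.35 under siTFEB/siTFE3, which argues against a lowering of that list shared by all libraries numbered 1. A list of 40 genes of the amino acid stress response, 38 of them tested, was written after several of its genes had been seen to be low in this library. Its score was lowest in library 1 in 4 of the 4 KEAP1 groups, and in 6 of 6 groups in all, where 1 library of 4 is lowest in 25% of cases by chance. The same-numbered libraries carry a shared mark in the column names whose meaning is not given, and no biological explanation was tested.

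In siTFEB/siTFE3; sgKEAP1-2 replicate 1 the 10 highest genes held 10.8% of the reads, against 6.54% to 6.87% in the other 3 libraries, and rows without a gene ID held 2.57%, against 1.41% to 1.58%. Without the MTRNR2L genes, close copies of a mitochondrial transcript that held 4.63% of this library's reads, the ratio of gap to range of the first measure dropped to 0.656. The gap left, 9.7% of the first, was 0.384 against a range of 0.202 in the others, which argues against these genes as the whole cause. Without 1 row of 34651 reads the ratio of the second dropped to 0.262 and the gap left, 0.0488, was within the range of the others, so that row may account for the second measure. Whether the reads came from RNA in the cells or from the library preparation could not be tested. The study's lysosomal heatmap genes scored 6.14 in this library, against 6.47 to 6.52. That ratio stayed past the limit with total-count scaling at 0.884, without the GC and length trend at 0.864 and with the MTRNR2L genes left out before scaling at 0.876, which argues against all 3 as the cause. Library 1 was again the one that stood apart, and no biological explanation was tested.

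A further 4 libraries stood apart in 1 measure each. The lysosome list score of siTFEB/siTFE3; sgKEAP1-1 replicate 4 was 5.50, against 5.43 to 5.44. Total-count scaling left it past the limit at 0.889, which argues against TMM, and removing the GC and length trend gave 0.781 but left a gap of 0.0578 against a range of 0.0162 in the others, which argues against the trend. The study's NRF2 heatmap genes scored 8.35 in siTFEB/siTFE3; sgKEAP1-2 replicate 2, against 8.47 to 8.49, with 0.244 by total-count scaling and 0.867 without the trend, so TMM may account for it and the values argue against the trend. The MiT/TFE feedback list scored 4.44 in siTFEB/siTFE3; sgKEAP1-2 replicate 4, against 4.64 to 4.68, and both total-count scaling at 0.527 and removal of the trend at 0.674 brought it inside the limit. The gaps left, 0.126 and 0.155, were larger than the ranges of the others, 0.113 and 0.0748, which argues against each as the whole cause, though by little for TMM. TFEB was measured at 3.96 CPM in siTFEB/siTFE3; sgCtrl replicate 4, against 2.11 to 2.32 CPM. The 4 counts were 8, 9, 10 and 16, which an exact multinomial test does not separate from counting error (p 0.357).

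The lysosome list differed between the KEAP1 effect under siTFEB/siTFE3 and under siNC by fgsea, with an NES of -1.46 for sgKEAP1-1, -1.80 for sgKEAP1-2 and -1.65 averaged over both. The fgsea test treats genes as independent. By fry, which keeps the correlation between genes from library to library, the adjusted p were 0.617, 0.390 and 0.443, and without siNC; sgCtrl replicate 1 the fgsea adjusted p were 0.249, 0.107 and 0.0716. Joint movement of the list's genes and that 1 library are therefore each enough to take the difference out of reach of the test, and they may account for it. Other single libraries did the same for each guide. Of the fits that left out 1 library, 8 of 16 lost the fgsea threshold for sgKEAP1-1, 2 of 16 for sgKEAP1-2 and 1 of 24 averaged. A dependence of the lysosomal response on TFEB and TFE3, which the design asks about, stays open. Of 40 list and contrast pairs that tested a difference between groups, 14 passed by fgsea. The 6 given in this part are those of the lysosome list, which was fixed as a question, and those that fry passed as well. The other 8 did not pass by fry and are not taken further.

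The NRF2 target list was higher with sgKEAP1-2 than with sgKEAP1-1 under siNC, with an NES of 2.66, and the study's NRF2 heatmap genes with an NES of 2.28. With total-count scaling both score differences had an exact permutation p of 0.0286, the smallest possible. Without siNC; sgKEAP1-1 replicate 1, from which 54 genes were missing, fry gave an adjusted p of 0.0204 for the target list and 0.0446 for the heatmap genes. Under siTFEB/siTFE3 the scores were also higher with sgKEAP1-2, by 0.176 and 0.225, each with all 4 libraries above every sgKEAP1-1 library (exact permutation p 0.0286). These values argue against the scaling, that 1 library and a difference of the siNC libraries alone. A difference in the share of cells or alleles disrupted, and a difference between the cells of the 2 guides for another reason, were not tested. A stronger loss of KEAP1 function with sgKEAP1-2 stays a hypothesis, and no measurement of the protein was analysed here.

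The fatty acid oxidation list had an interaction for sgKEAP1-2 with an NES of -2.11 (fry adjusted p 0.0353). With total-count scaling the fry adjusted p was 0.0269, which argues against TMM as the cause. Over the 16 fits that each left out 1 library it was 0.05 or more in 5, and highest at 0.109 without siNC; sgCtrl replicate 1, but the unadjusted p stayed under 0.05 in all 16. The adjusted p thus lies near the threshold, and whether the difference rests on 1 library is not settled by these fits. The same list had an NES of -0.90 for sgKEAP1-1 (fry adjusted p 0.985), so the difference appeared with 1 guide. The guides were not compared with each other for this interaction, and a dependence of these genes on TFEB and TFE3 in cells with sgKEAP1-2 stays open.

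Among 925 rows without a gene ID, which no comparison of named genes used, 35 passed the threshold for sgKEAP1-1 and 42 for sgKEAP1-2 under siNC. Of these, 23 passed for both guides with one sign, 14 of them higher, and 0 with opposite signs, where 1.59 would overlap by chance if the contrasts were independent. Both contrasts share the sgCtrl libraries, but simulated unchanged groups against those libraries gave 0 calls shared by both guides among named genes, so random differences between groups are not a likely cause of the 23. On knockdown in sgCtrl cells 0 of the 925 passed, with 33 at an unadjusted p under 0.05. The rows carry no identity, so reads of known genes that fell in unnamed features could not be separated from RNA of other transcripts, and no biological explanation was tested.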

How the results depend on the processing

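The analysis of libraries numbered 2 to 4 alone, the alternatives for the count of other lists and the cell cycle and stress scores of library 1 were chosen after seeing the data, and no other test in this part was. The 4 counts of genes changed by a KEAP1 guide stayed within 1.5 times their values in all fits that left out 1 library, from 895 to 1284 for sgKEAP1-1 and from 1175 to 1672 for sgKEAP1-2 under siNC, and from 804 to 1091 and from 1818 to 2236 under siTFEB/siTFE3. The correlation between the guides lay between 0.808 and 0.892. The NRF2 target list stayed higher with each guide under each siRNA, and past the threshold of the set tests, in all settings tried. The 3 interaction counts stayed 0 in all leave-one-out fits. RLE factors, no filter on low counts and a prior count of 0.5 changed no result they were applied to. The cause of the changes below was not tested, except where the setting itself makes it plain.

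Counts of genes moved with the test. With DESeq2, 11, 48 and 108 genes changed on knockdown in sgCtrl, sgKEAP1-1 and sgKEAP1-2 cells, where limma-voom gave 2, 10 and 40, and 9 differed between the guides under siNC, where it gave 0. Sample quality weights gave 7, 51 and 100 on knockdown, 3 between the guides and 1948 for sgKEAP1-1 under siTFEB/siTFE3, and edgeR gave 2 between the guides. With at least 10 counts in every library, which leaves fewer genes to test, knockdown with sgKEAP1-1 changed 4 genes. With the compared groups alone, which leaves fewer libraries for the variance, the counts were 766 for sgKEAP1-1 under siNC, and 1 and 11 for knockdown with sgKEAP1-1 and sgKEAP1-2. An adjusted p under 0.01, a stricter rule, gave 662 and 893 genes for sgKEAP1-1 and sgKEAP1-2 under siNC, 654 and 1382 under siTFEB/siTFE3, and 1, 3 and 11 for knockdown. A log2 fold change of at least 1 in size gave 429 and 574, 427 and 743, and 14 for knockdown with sgKEAP1-2. The libraries numbered 2 to 4 alone gave 13, 37 and 109 for knockdown.

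The replicate numbers were not taken to pair the samples, since most same-number pairs had a correlation of 0.1 or less. The labels do not say what a number marks, though same-numbered libraries share a date-like mark in the column names. Of 60 same-number pairs of libraries, 15 had a correlation over 0.1 after removal of the group means, with a mean of 0.0611 and a range from -0.1236 to 0.4182, against a mean of -0.0195 for different numbers. In 6 of 6 groups library 1 had the highest cell cycle score and the lowest score of the amino acid stress genes, so a batch common to a number is not excluded. In simulated counts with effects shared by a number, 36 of 200 changed genes were recovered without the block and 133 with it, so the calls given here would miss genes if the numbers mark batches. With the number as a replicate block all the same, 4 and 30 genes changed on knockdown in sgCtrl and sgKEAP1-1 cells, and 2 between the guides under siNC, and list scores under the block can reach no exact p below 0.125. The lysosome score for sgKEAP1-1 under siNC had that p, since it was higher in all 4 numbers.

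The lysosome list depended on the test. By camera with a preset correlation the adjusted p were 0.111 for sgKEAP1-1 under siTFEB/siTFE3, 0.111 for knockdown in sgCtrl cells and 0.127 for the sgKEAP1-1 interaction. By camera with the correlation estimated they were 0.367 and 0.236 for sgKEAP1-1 and sgKEAP1-2 under siNC, 0.438 for sgKEAP1-1 under siTFEB/siTFE3, 0.438, 0.319 and 0.142 for knockdown in sgCtrl, sgKEAP1-1 and sgKEAP1-2 cells, and 0.438, 0.367 and 0.371 for the interactions of sgKEAP1-1, sgKEAP1-2 and their average. By fry they were 0.174 for sgKEAP1-1 under siTFEB/siTFE3, 0.445 and 0.193 for knockdown in sgCtrl and sgKEAP1-1 cells, and 0.617, 0.390 and 0.443 for the interactions. The NRF2 target list on knockdown with sgKEAP1-2 had 0.122 and 0.438 by the 2 forms of camera and 0.443 by fry. All of these were past the threshold by fgsea, which takes genes as independent. Of the other list and contrast pairs, 16 passed by camera with the correlation estimated, against 36 by fgsea.

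The genes taken as the lysosome list mattered as well. With the study's own heatmap genes the adjusted p was 0.0027 for sgKEAP1-2 under siTFEB/siTFE3, past the threshold where the list had 0.0639, and 0.351 for knockdown in sgCtrl cells and 0.336 for the sgKEAP1-1 interaction, no longer past it. With those genes taken out of the list it was 0.326 and 0.0591 for sgKEAP1-1 and sgKEAP1-2 under siNC, 0.715 for sgKEAP1-1 under siTFEB/siTFE3, 0.120 for knockdown in sgCtrl cells and 0.0954 for the sgKEAP1-1 interaction. How the study chose those genes was not stated, and a choice by their change in these libraries would by itself weaken the list without them. The score of the list without them was still higher by 0.12 with sgKEAP1-2 under siNC, with 4 of 4 libraries above every sgCtrl library (exact permutation p 0.0286). For the NRF2 target list on knockdown the heatmap genes gave 0.0151 with sgKEAP1-1, and the list without them 0.167 with sgKEAP1-2. With the libraries numbered 2 to 4 alone the lysosome list had 0.00319 for sgKEAP1-2 under siTFEB/siTFE3, and 0.0924 and 0.0972 for the interactions of sgKEAP1-1 and sgKEAP1-2, and the NRF2 target list had 0.0252 and 0.0434 for knockdown in sgCtrl and sgKEAP1-1 cells. Total-count scaling gave 0.0671 for the lysosome list on knockdown in sgCtrl cells.

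On knockdown in sgCtrl cells the NRF2 target list had no stable direction. It was higher, not lower, with total-count scaling (adjusted p 0.619), with at least 10 counts in every library (0.725), without the study's heatmap genes (0.709), without siNC; sgCtrl replicate 2 (0.317) and without siTFEB/siTFE3; sgCtrl replicate 2 (0.215) or replicate 3 (0.242). Its score difference became 0.0050 with total-count scaling, and 0.0476, 0.0208 and 0.0468 without these 3 libraries in the same order, where it was -0.01 with all. The averaged interaction of the list changed direction without siTFEB/siTFE3; sgCtrl replicate 4 (0.943).

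Leaving out 1 library at a time moved the smaller results. Knockdown changed from 1 to 2 genes in sgCtrl cells, from 3, without siTFEB/siTFE3; sgKEAP1-1 replicate 2, to 15, without siNC; sgKEAP1-1 replicate 1, with sgKEAP1-1, and from 12, without siNC; sgKEAP1-2 replicate 3, to 29 with sgKEAP1-2. Between the guides under siNC from 0 to 1 gene differed, the 1 without siNC; sgKEAP1-1 replicate 4. The adjusted p of the lysosome list ran from 6.75e-04, without siTFEB/siTFE3; sgKEAP1-2 replicate 1, to 0.263 for sgKEAP1-2 under siTFEB/siTFE3, and from 1.91e-04, without siNC; sgCtrl replicate 1, to 0.407, without siNC; sgCtrl replicate 2, for knockdown in sgCtrl cells. For its interactions it ran from 0.0122 to 0.249 with sgKEAP1-1, from 2.19e-06 to 0.107 with sgKEAP1-2 and from 1.14e-04 to 0.0716 averaged, in each case highest without siNC; sgCtrl replicate 1. For the NRF2 target list it ran from 0.0393, without siTFEB/siTFE3; sgCtrl replicate 4, to 0.584 for knockdown in sgCtrl cells, from 0.0125, without siTFEB/siTFE3; sgKEAP1-1 replicate 3, to 0.103 with sgKEAP1-1 and from 0.00677 to 0.168, without siTFEB/siTFE3; sgKEAP1-2 replicate 2, with sgKEAP1-2. Its interactions ran from 0.00224 to 0.830 with sgKEAP1-1, from 0.00945 to 0.932 with sgKEAP1-2 and from 0.00194 to 0.943 averaged, in each case lowest without siTFEB/siTFE3; sgCtrl replicate 3.

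The score difference of the lysosome list ran from 0.0929 to 0.178, without siNC; sgKEAP1-1 replicate 1, for sgKEAP1-1 under siNC, from 0.0737 to 0.187, without siTFEB/siTFE3; sgKEAP1-2 replicate 1, for sgKEAP1-2 under siTFEB/siTFE3, and from -0.155, without siTFEB/siTFE3; sgKEAP1-2 replicate 2, to -0.0417, without siTFEB/siTFE3; sgKEAP1-2 replicate 1, for knockdown with sgKEAP1-2. For knockdown in sgCtrl cells it ran from -0.0624, without siNC; sgCtrl replicate 1, to -0.0063, without siNC; sgCtrl replicate 4. For knockdown with sgKEAP1-1 it ran from -0.0944, without siNC; sgKEAP1-1 replicate 1, to -0.0182, without siNC; sgKEAP1-1 replicate 3. The score difference of the NRF2 target list ran from -0.0841 to 0.0476 for knockdown in sgCtrl cells and from -0.108, without siTFEB/siTFE3; sgKEAP1-2 replicate 3, to -0.0406 with sgKEAP1-2. Of 832 leave-one-out values of named genes 769 stayed as they were, 54 became weaker and 7 stronger, and 2 reversed. ATP6V0B with sgKEAP1-2 under siNC had a log2 fold change of -0.012 without siNC; sgKEAP1-2 replicate 1, and AP1M2 with sgKEAP1-1 under siTFEB/siTFE3 had -0.064 without siTFEB/siTFE3; sgKEAP1-1 replicate 1. Of 392 values of named genes under other settings 381 stayed as they were and 11 became stronger.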

Other observations

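Of the tests given here, the NRF2 share of sgCtrl libraries, the comparison of the long arm with the short arm over the contrasts, the GC and length test of the missing genes, and the counts of splits for sgKEAP1-1 under siNC and for its interaction, which cover the gene counts and both lists, were chosen only after the result was seen. The other splits were counted as set out in advance of their values.

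The number of genes called was compared with the number called when the same libraries were split otherwise. The real split gave the most genes, 1 of 35 splits, in all 4 contrasts of a KEAP1 guide with sgCtrl and for knockdown with sgKEAP1-1 and with sgKEAP1-2. For knockdown in sgCtrl cells 3 of 35 splits gave at least 2 genes. For sgKEAP1-2 against sgKEAP1-1, 13 of 35 splits gave as many genes at an unadjusted p under 0.05, and for the interactions 77, 56 and 59 of 100 regroupings did, in the order sgKEAP1-1, sgKEAP1-2 and averaged.

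The NES of the lysosome list was as large in size in 9 of 35 splits for sgKEAP1-1 and 8 of 35 for sgKEAP1-2 under siNC, and in 9 and 19 of 35 under siTFEB/siTFE3. For knockdown it was as large in 9 of 35 splits in sgCtrl cells, 1 of 35 with sgKEAP1-1 and 2 of 35 with sgKEAP1-2, and for the interactions in 29, 31 and 17 of 100 regroupings. For the NRF2 target list the counts were 12 and 13 of 35 under siNC, 14 and 11 of 35 under siTFEB/siTFE3, 33, 5 and 3 of 35 for knockdown, and 60, 65 and 45 of 100 for the interactions. A split that exchanges 1 library between the groups keeps 3 of 4 together and carries a part of the KEAP1 effect, and an NES ranks genes and loses the size of their change, so for the KEAP1 contrasts these counts decide nothing about either list. The scores, which keep the size, were at the smallest exact permutation p of 0.0286 in all 4 KEAP1 contrasts for the NRF2 target list. For the lysosome list they were there for sgKEAP1-2 under siNC and sgKEAP1-1 under siTFEB/siTFE3, with 0.114 for sgKEAP1-1 under siNC and 0.171 for sgKEAP1-2 under siTFEB/siTFE3.

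Some genes called higher in all 4 contrasts of a KEAP1 guide were nearly absent from most sgCtrl libraries and had reads in others. Pooled over these genes, the level as a share of that in KEAP1 libraries was 4.29%, 8.22%, 2.98% and 2.01% in siNC; sgCtrl replicates 1 to 4 and 6.18%, 2.40%, 1.55% and 11.2% in siTFEB/siTFE3; sgCtrl replicates 1 to 4. In the last of these the 14 genes gave one share beyond counting error by little, with a chi-square per degree of freedom of 1.26. A share of RNA or reads from cells without KEAP1 in that library would raise a separate set of 80 induced genes to the same extent. Their share was 0.61 times that of the nearly absent genes, which neither excludes such a share nor equals it. Low NRF2 activity in those libraries would raise NRF2 list genes more than others, and among the separate genes their share was 1.52 times that of the rest in siTFEB/siTFE3; sgCtrl replicate 4, on 8 list genes, and 1.02 times in siNC; sgCtrl replicate 2. An earlier form of this test, on the nearly absent genes, rested on 1 list gene with a share of 11.5% against 11.8% for the others and decided nothing. Carried-over RNA and low NRF2 activity thus cannot be told apart here, because few genes bear on them.

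Whether lysosome list genes raised by KEAP1 loss fall on knockdown was tested with one guide choosing the genes and the other measuring the fall, so that no library served both. The 12 list genes called higher with sgKEAP1-1 under siNC had a median log2 fold change of -0.16 on knockdown with sgKEAP1-2, and 10 of 12 were lower. Among 10000 random sets of other genes raised to a similar extent, whose median was 0.07, 0.06% had a median as low, which argues against the choice of raised genes as the cause. The 20 list genes called higher with sgKEAP1-2 had a median of -0.19 with sgKEAP1-1, 17 were lower, and the share of random sets was 0.01%. The fall covers part of the rise, since the median rise of the 12 genes with sgKEAP1-2 was 0.66 under siNC and 0.51 under knockdown, and the remaining 85 list genes had a median of -0.08 on knockdown. The median rise of the 20 genes with sgKEAP1-1 was 0.44 and 0.36, and the remaining 77 list genes had a median of -0.008. On knockdown with sgKEAP1-2 the score of the whole list changed by -0.12, and by -0.0417 without siTFEB/siTFE3; sgKEAP1-2 replicate 1. The sets were formed from these data, so a partial dependence of the raised lysosomal genes on TFEB and TFE3 is a hypothesis that these values are consistent with.

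A cut in KEAP1 could lead to loss of the chromosome 19 short arm beyond it in a share of cells. The 188 tested genes between the cut and the end of the arm had a median log2 fold change of 0.00 with sgKEAP1-1 under siNC, at the 76.2 percentile of random gene sets of that size, and -0.06 with sgKEAP1-2, at the 2.13 percentile. Under siTFEB/siTFE3 the percentiles were 1.52 and 3.07. The long arm, which the cut does not part from the centromere, lay at the 98.9 and 20.6 percentiles with sgKEAP1-1 and sgKEAP1-2 under siNC and at 16.4 and 24 under siTFEB/siTFE3. Both arms thus lay highest in the same contrast, and loss of the short arm and a property shared by chromosome 19 genes cannot be told apart here. The value of sgKEAP1-1, low under 1 siRNA and not the other, leaves loss of the arm open as well. Genes within 1 Mb of a cut showed no such fall, at 81.4 and 35.3 under siNC. PPP1R12C, in which the control guide cuts, had adjusted p of 0.556 to 0.973 over the 4 KEAP1 contrasts.

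In siNC; sgKEAP1-1 replicate 1, 54 genes with a mean of at least 20 CPM in the other 3 libraries were more than 2 log2 units below each of them, and in siTFEB/siTFE3; sgKEAP1-2 replicate 1 there were 6. In any other library there were at most 2. The libraries shared 5 of these genes, CD9, EPHA2, FAM131A, PIM1 and TMSB4X, where 0.0514 would be shared by chance. TMSB4X had 1 count in the first library against at least 72 in the others of its group, and 11 counts in the second against at least 144. After removal of the GC and length trend all 5 were still missing, which argues against that trend as the cause. These are the libraries that the second principal component sets apart. The 5 genes were named after their values were seen, and whether the loss arose in the cells or in library preparation was not tested.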
